A study of Arabidopsis thaliana with 6 samples. Its data were reported in "RNA Pol IV induces antagonistic parent-of-origin effects on Arabidopsis endosperm" (2022).

How the data were processed

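DNA methylation was measured by whole-genome bisulfite sequencing in *Arabidopsis thaliana* endosperm, the nourishing tissue of the seed, dissected 7 days after pollination. Endosperm carries more maternal than paternal genome copies, in a 2:1 ratio. Per the labels, the 6 samples fall into 3 genotypes of 2 replicates each. WT endosperm came from L*er* mothers pollinated by Col-0 fathers. Endosperm called mat *nrpd1+/−* came from L*er* mothers that lacked *NRPD1*, the gene for the largest subunit of RNA polymerase IV (Pol IV), and Col-0 fathers. Endosperm called pat *nrpd1+/−* came from L*er* mothers and Col-0 fathers that lacked *NRPD1*. Bisulfite treatment converts unmethylated cytosines, so that the reads show which cytosines were methylated.

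The authors trimmed the reads with Trim Galore, aligned them to the TAIR10 genome with Bismark as single non-directional reads, and computed methylation in overlapping 300-bp windows from the cytosines that both genotypes of a comparison covered. The reads of the 2 replicates of a genotype were pooled before genotypes were compared. Windows with too few shared cytosines or too few reads per cytosine were left out. Windows that differed by at least 30 percentage points in the CG context or 10 percentage points in the CHH context (H is A, C or T) were called, and overlapping called windows were merged into differentially methylated regions (DMRs). The authors applied 2 filters. The analysis was limited to regions in which the share of maternal reads lay near its expectation for endosperm, and regions that differed between the 2 replicates of one genotype, called variable regions here, were excluded. Whether the variable regions were called with the same thresholds as the DMRs is not stated. Because converted DNA was amplified by PCR, reads are not independent molecules.

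The deposited data are 15 lists of regions. For each of the contexts CG and CHH there are 3 DMR lists (WT against mat *nrpd1+/−*, WT against pat *nrpd1+/−*, and pat *nrpd1+/−* against mat *nrpd1+/−*) and 3 lists of variable regions, one per genotype. The other 3 lists give, for each genotype, the regions in which the maternal share passed, with that share as a fraction of reads, as the authors deposited it. In the DMR lists the deposited value is the difference in percent methylation of a region in percentage points, computed by the authors as heterozygote minus WT, or as mat *nrpd1+/−* minus pat *nrpd1+/−*. A negative difference is called hypomethylated here. In the CHH list of WT against pat *nrpd1+/−*, the header places the difference in the column that holds the region length, and the next column was used because its sizes and signs match the threshold. No list gives methylation levels, read counts or values per replicate, so the depth of each sample is unknown from them. For the same reason, no interval on the methylation difference of a region was computed, and no replicate could be left out.

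Before any test, the lists were checked against the filters. Every DMR lay within the maternal-read lists of both genotypes it compared, and in 5 of the 6 lists 0 DMRs overlapped a variable region of those genotypes. The exceptions in the other list were 2 CG DMRs between pat *nrpd1+/−* and mat *nrpd1+/−*. The lists were therefore read as lists after filtering, and the maternal-read lists as the sequence kept. Which windows had enough cytosines and reads is not in the lists, so absence from a DMR list can also mean too few reads. Regions on the organelle genomes, 1 CHH region of WT and 2 CHH regions of mat *nrpd1+/−*, were left out.

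Shares of regions are given with exact 95% Clopper-Pearson intervals. These cover only the counting of regions. The share of hypomethylated DMRs was compared with 50% by a two-sided exact binomial test, and between the mat and pat lists by a two-sided Fisher's exact test. In these tests the regions are the units, the libraries were pooled, and the spread between replicates does not enter, so that a p-value describes a list and not the reproducibility of a genotype. The mat and pat lists also share the WT libraries and some regions. DMRs counted as shared when they overlapped by at least 1 bp. Overlaps were compared with 1000 random placements of the regions on their own chromosome, with a two-sided permutation p-value that cannot fall below 0.002. Because both lists use the same WT libraries, 3 unchanged genotypes were also simulated. Independent noise was drawn in 100-bp bins of the sequence that passed the filters of all 3 genotypes, averaged over 300-bp windows, and called at a threshold that gave the mean number of regions of the 3 observed lists, in 20 runs each, with 100%, 10% or 3% of the sequence able to vary. The simulation was planned, but these settings were chosen after the data were examined. In an alternative added after the data were examined, each simulated list was called at a threshold that gave the size of the observed mat or pat list. To see which genotype stood apart, overlapping regions of the 3 DMR lists of a context were joined. A genotype was called apart where the region was a DMR of that genotype against both of the others, in the same direction, and not a DMR between those others.

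DMRs were placed on the RefSeq annotation of assembly TAIR10.1, whose 5 chromosomes have the lengths of TAIR10. The features were protein-coding genes, the 1 kb upstream of them, and pseudogenes. Transposable elements, which had been planned as a feature, were not analysed as a feature of their own, and pseudogenes were added after the annotation was examined. Whether the annotated pseudogenes include genes of transposable elements was not examined. The pseudogene results therefore cannot be read as free of them. Benjamini-Hochberg adjustment covered 12 placement tests and 18 Fisher tests. The genes named were fixed by a rule before the data were examined. In each of the 4 lists against WT, the region with the largest difference in each direction was taken, with the gene it overlapped or the nearest gene. *NRPD1*, *ROS1*, *SUC2* and *DOG1* were fixed as well, and DMRs within 1 kb of them were sought. Coordinates count from 1.

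Alternatives tried were a stricter difference of 40 points in CG and 15 points in CHH, weighting by length, merging of regions within 1 kb, removal of regions of a single 300-bp window, leaving out each chromosome, an overlap of at least 50% of both regions, sharing in the same direction only, sharing by bp, placement within 500 kb, the midpoint of a DMR in place of any overlap, and 2 kb upstream. Restriction to regions that pass the filters of all 3 genotypes, placement within the sequence that passed the filters, and the splits of the variable regions by position were added after the data were examined. For maps along the genome, 1-Mb bins were classed by how much of the sequence retained in both WT and pat *nrpd1+/−* was also retained in mat *nrpd1+/−*: at least 90% (retained), under 10% (missing) or between these (partly retained). Counts in bins were compared by a two-sided permutation test with 100000 resamples.

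The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The overlap and placement steps were tested on simulated data. For 600 simulated regions, 0 regions were classed differently from a direct search. Between 600 regions and an unrelated list, 1% of runs gave a placement p-value under 0.05, and with 10% of the regions planted in both lists, 100% of runs did. All 200 regions planted with WT apart were recovered.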

Results

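The methylation of endosperm DNA was compared between WT, mat *nrpd1+/−* and pat *nrpd1+/−*, with 2 replicates per genotype, to ask whether the loss of Pol IV in the mother and its loss in the father change DNA methylation in different ways. The replicates were pooled in the lists analysed, and the depth of each sample is unknown from them. There is 1 value per comparison, and no difference between genotypes below has a replicate check of its own. The spread between replicates enters only through the lists of variable regions.

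In the CHH context, 2234 DMRs separated mat *nrpd1+/−* from WT and together covered 812.7 kb. Of these, 1118 were hypomethylated and 1116 hypermethylated in mat *nrpd1+/−*. The hypomethylated share was 50.04% (exact 95% interval 48.0% to 52.1%) and did not differ from 50% (exact binomial p = 0.983). The comparison of WT with pat *nrpd1+/−* gave 2056 CHH DMRs over 759.9 kb, with 1127 hypomethylated and 929 hypermethylated regions. Here the hypomethylated share was 54.8% (interval 52.6% to 57.0%, exact binomial p = 1.38e-05). The alternative that moved these shares most was the stricter difference of 15 points, which lowered them to 43.3% in mat *nrpd1+/−* and to 45.7% in pat *nrpd1+/−* and so reversed the direction of the excess in the pat list. Hypomethylated CHH regions changed less than hypermethylated ones. The median difference of hypomethylated regions was -13.6 points in mat *nrpd1+/−* and -13.3 points in pat *nrpd1+/−*, and the median of hypermethylated regions was 15.1 and 16.1 points.

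The number of DMRs depends on how much sequence passed the filters. Sequence that passed the filters is called tested here, although the lists do not show whether its reads sufficed. For CHH, it came to 86.0 Mb in the comparison of WT with mat *nrpd1+/−* and 104.95 Mb in the comparison with pat *nrpd1+/−*. This gave 26.0 and 19.6 CHH DMRs per Mb tested. DMRs covered 0.945% and 0.724% of this sequence. The median CHH DMR was 300 bp long in both lists, and 59.0% of the regions in the mat list and 55.0% in the pat list were no longer than a single window. In sequence that passed the filters of all 3 genotypes, 84.6 Mb for CHH, there were 1805 CHH DMRs for mat *nrpd1+/−* and 1327 for pat *nrpd1+/−*. The alternative that changed the counts most, leaving out regions of a single window, left 915 and 926.

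In the CG context, 600 DMRs over 207.1 kb separated mat *nrpd1+/−* from WT. The hypomethylated share was 48.5% (291 of 600 regions, exact 95% interval 44.4% to 52.6%), which did not differ from 50% (exact binomial p = 0.488). The comparison with pat *nrpd1+/−* gave 707 CG DMRs over 258 kb, of which 425 were hypomethylated. This share was 60.1% (interval 56.4% to 63.7%, exact binomial p = 8.41e-08). Per Mb of tested sequence the lists were alike in density, with 6.72 CG DMRs for mat *nrpd1+/−* and 6.52 for pat *nrpd1+/−*. The median absolute difference was 35.7 points in the mat list and 36.5 points in the pat list.

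The lists of both heterozygotes were compared directly. The hypomethylated share of CG DMRs was 11.6 percentage points higher in the pat list than in the mat list (Fisher's exact test, p = 2.86e-05), and this difference stayed between 10.4 and 15.7 points in all alternatives tried. For CHH DMRs it was 4.77 points higher in the pat list (Fisher's exact test, p = 0.00181). With the stricter difference of 15 points the CHH contrast fell to 2.39 points and was not significant (Fisher's exact test, p = 0.293).

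**Figure D1:**
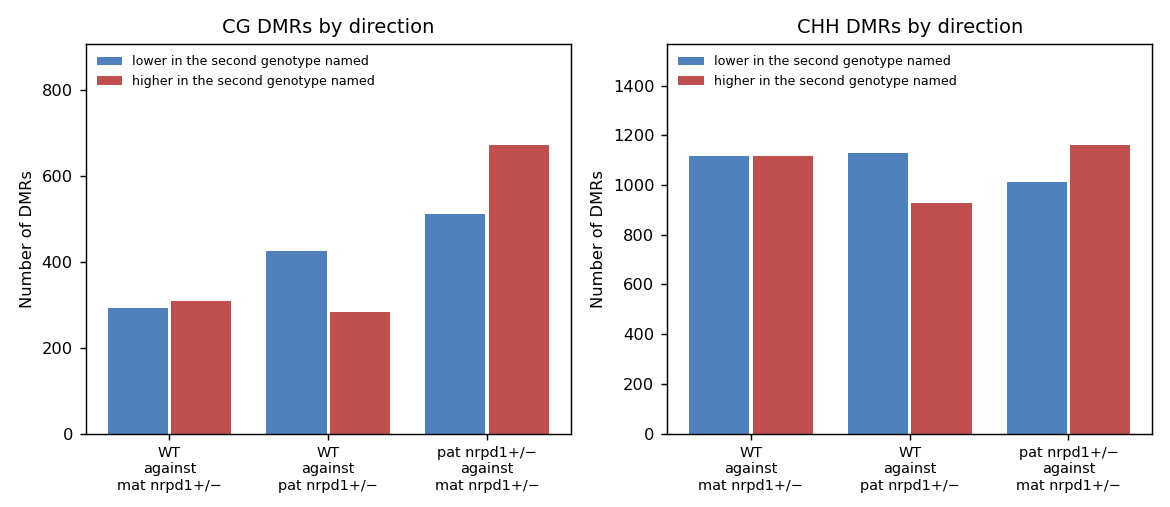
Number of DMRs (vertical axis) in each of the 3 comparisons (horizontal axis), for CG on the left and CHH on the right. Blue bars count regions with less methylation in the second genotype named and red bars those with more, and blue exceeds red in the comparison of WT with pat *nrpd1+/−* in both contexts, with 425 against 282 regions in CG and 1127 against 929 in CHH.

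When the heterozygotes were compared with each other, 1181 CG DMRs over 428.3 kb and 2172 CHH DMRs over 799.7 kb were listed. Methylation was lower in mat *nrpd1+/−* than in pat *nrpd1+/−* at 43.2% of the CG DMRs (exact 95% interval 40.3% to 46.1%, exact binomial p = 3.12e-06) and at 46.5% of the CHH DMRs (interval 44.4% to 48.7%, exact binomial p = 0.00138). The CG list was thus longer than either CG list against WT, with 13.3 DMRs per Mb tested. Of its 1181 regions, 523 (44.3%) overlapped a CG DMR against WT of at least 1 heterozygote. In the expected direction, 199 overlapped a DMR of mat *nrpd1+/−* alone, 314 a DMR of pat *nrpd1+/−* alone, and 3 a DMR of both, in opposite directions. Another 7 overlapped a DMR in the other direction only. The remaining 658 regions (55.7%) overlapped none. Of the 2172 CHH regions, 1060 (48.8%) overlapped a CHH DMR against WT, 575 of mat *nrpd1+/−* alone and 451 of pat *nrpd1+/−* alone in the expected direction.

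The regions that changed most are named by the rule fixed beforehand, on TAIR10 coordinates. In CG, the largest loss in mat *nrpd1+/−* was -74.1 points on chromosome 5 from 20669501 to 20669900, in intergenic sequence 2188 bp upstream of *SWEET13* (AT5G50800). The largest gain was 82.0 points on chromosome 5 from 26829801 to 26830300, which overlapped a non-coding exon or UTR of the gene AT5G67245. In pat *nrpd1+/−*, the largest CG loss was -94.3 points on chromosome 5 from 9601301 to 9601800, which overlapped a coding exon of AT5G27247 and an exon of the pseudogene AT5G27250. The largest CG gain was 96.6 points on chromosome 5 from 14012701 to 14013300, in intergenic sequence 852 bp downstream of *PHYC* (AT5G35840). All 4 of these CG regions passed the filters of the comparison with the other heterozygote, and 0 of them were CG DMRs there. Too few reads could also keep a region off that list.

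In CHH, the largest loss in mat *nrpd1+/−* was -57.2 points on chromosome 2 from 3134301 to 3134600, 511 bp upstream of the pseudogene AT2G07520. It overlapped a region of pat *nrpd1+/−* with a difference of -52.0 points. The largest CHH gain in mat *nrpd1+/−* was 75.7 points on chromosome 2 from 603001 to 603400, 1052 bp upstream of AT2G02290. This region passed the filters of the pat comparison but was not a CHH DMR there. In pat *nrpd1+/−*, the largest CHH loss was -67.9 points on chromosome 3 from 1341901 to 1342200, 254 bp upstream of *ZDS* (AT3G04870), and the same place fell by 27.9 points in mat *nrpd1+/−*. The largest CHH gain was 78.6 points on chromosome 1 from 13659801 to 13660200, 479 bp upstream of the pseudogene AT1G36305, where mat *nrpd1+/−* gained 72.4 points. All 4 of these regions are intergenic.

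To ask whether the loss of maternal and of paternal Pol IV affects the same places, the lists against WT were overlapped. Of the CHH DMRs of mat *nrpd1+/−*, 479 of 2234 (21.4%, exact 95% interval 19.8% to 23.2%) overlapped a CHH DMR of pat *nrpd1+/−*, and 480 of 2056 (23.3%, interval 21.5% to 25.2%) did so in the reverse direction. Random placement on the same chromosome gave 1.09% ± 0.219 (SD of 1000 placements) and 1.21% ± 0.233 (SD of 1000 placements), and the permutation p-value of 0.002 was in both cases the smallest these placements can give. Of the CG DMRs, 37 were shared, which is 6.17% of the mat list (interval 4.38% to 8.40%) and 5.23% of the pat list (interval 3.71% to 7.14%), against 0.367% and 0.304% by placement (permutation p = 0.002 for both).

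Part of the CHH DMRs of one heterozygote could not have been called in the other. Of the 2056 CHH DMRs of pat *nrpd1+/−*, 729 (35.5%) lay at least in part in sequence that the filters of the mat comparison removed. Of these, 277 lay at least in part outside the maternal-read list of mat *nrpd1+/−*. The other 452 overlapped a variable CHH region of mat *nrpd1+/−*. Of the CHH DMRs of mat *nrpd1+/−*, 429 (19.2%) lay in sequence removed from the pat comparison. Such regions can be shared only through a part that was not removed, and 1 in each list was. When both lists were restricted to sequence that passed all filters, an alternative chosen after the data were examined, the shared share of CHH DMRs rose to 26.4% of the mat list (477 of 1805, interval 24.4% to 28.5%) and to 36.0% of the pat list (478 of 1327, interval 33.4% to 38.7%). For CG the shares became 6.23% and 5.95%.

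The WT libraries enter both differences, so a shared region can arise without any effect of genotype. In the simulation of 3 unchanged genotypes, the shared share of CHH regions was 8.05% when all sequence could vary, 23.1% when 10% could, and 44.8% when 3% could. The observed CHH shares of 26.4% and 36.0% in the sequence that passed all filters lay between the values for 10% and 3%. For CG the simulated shares were 5.67%, 16.0% and 28.4%, and the observed shares of 6.23% and 5.95% were near the lowest of them. Of the 480 overlapping CHH pairs, 451 (94.0%, interval 91.4% to 95.9%) moved the same way relative to WT, 323 of them down and 128 up. The simulation gave between 84.6% and 99.6%. Of the 37 CG pairs, 35 (94.6%, interval 81.8% to 99.3%) moved the same way, and the simulation gave between 93.2% and 99.7%. When the simulated lists had the sizes of the observed mat and pat lists, an alternative added after the data were examined, the CHH shares ranged from 6.52% to 36.8% of the mat list and from 8.86% to 49.6% of the pat list. The CG shares then ranged from 4.88% to 25.1% and from 4.66% to 24.0%, and the same direction from 85.8% to 99.7% in CHH and from 94.9% to 99.8% in CG. The observed shares and the CHH direction lay within these ranges, and the CG direction of 94.6% just below its own. The share of sequence able to vary is unknown, and ranges this wide would hold most observed shares. The simulation also drew no replicates and removed no regions that differed between them. It therefore cannot decide whether the sharing arose without an effect of genotype.

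In sequence that passed all filters, 1337 CHH regions had 1 genotype apart from the others. WT was the genotype apart in 386 of them (28.9%, exact 95% interval 26.5% to 31.4%), mat *nrpd1+/−* in 544 and pat *nrpd1+/−* in 407. The WT share was below an equal share of 33.3% (exact binomial p = 0.000496). Of 541 such CG regions, WT was apart in 32 (5.91%, interval 4.08% to 8.25%, exact binomial p = 1.01e-53), mat *nrpd1+/−* in 197 and pat *nrpd1+/−* in 312.

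**Figure D2:**
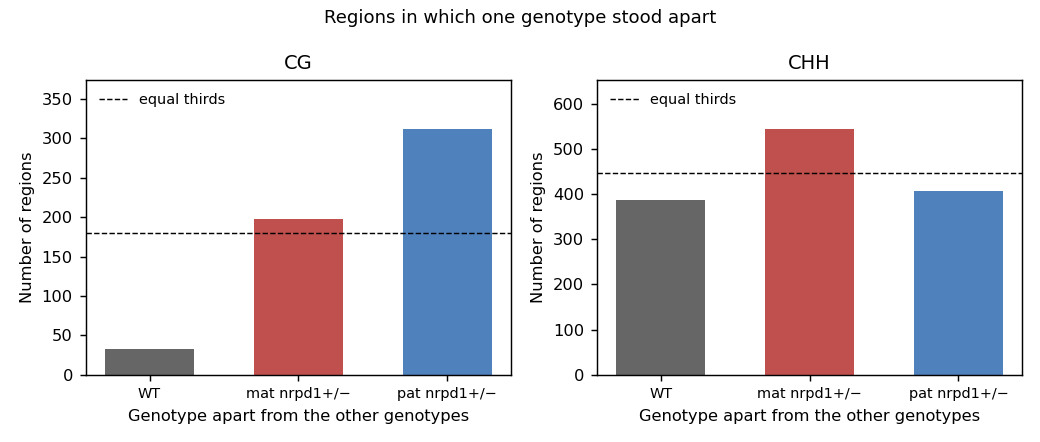
Number of regions (vertical axis) in which the genotype on the horizontal axis stood apart from the other genotypes, for CG on the left and CHH on the right, in sequence that passed all filters. The dashed line marks an equal share, and the WT bar lies below it in both contexts, at 32 CG regions and 386 CHH regions.

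The replicates of each genotype were compared through the lists of variable regions. In CHH, the replicates differed at 5254 regions in WT, 7244 in mat *nrpd1+/−* and 5838 in pat *nrpd1+/−*. Each of these numbers exceeds the number of CHH DMRs between any of the genotypes, but the lists cannot be set against each other directly. Pooled and single libraries differ in depth. The DMR lists were also read as lists after filtering, from which the variable regions of the genotypes compared had been removed. In CG, the replicates differed at 131 regions in WT, 901 in mat *nrpd1+/−* and 228 in pat *nrpd1+/−*, so that mat *nrpd1+/−* had 6.88 times as many as WT, against 1.38 times in CHH. Chromosome 5 held 362 of the 901 regions, and without it 539 remained. In the first 4 Mb of chromosome 5, the 1-Mb bins held 33, 98, 70 and 33 CG regions that differed between mat *nrpd1+/−* replicates. There is 1 list per genotype, and no test between genotypes was made.

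CHH DMRs lay often in regions that varied between replicates of the genotype not compared. Of the CHH DMRs between WT and pat *nrpd1+/−*, 26.0% overlapped a variable CHH region of mat *nrpd1+/−*, 6.15 times the share under random placement (permutation p = 0.002). Of those between WT and mat *nrpd1+/−*, 18.6% overlapped a variable CHH region of pat *nrpd1+/−* (5.59 times, permutation p = 0.002), and of those between the heterozygotes, 15.9% overlapped a variable CHH region of WT (5.27 times, permutation p = 0.002). Under the planned placement within 500 kb the excess was smaller, at 5.38, 4.51 and 4.34 times (permutation p = 0.002 for each). Under placement in sequence that passed the filters, an alternative added after the data were examined, the excess was larger, at 10.7, 10.5 and 10.4 times. For CG the same overlaps held 4, 3 and 2 regions and did not differ from placement (permutation p between 0.0639 and 0.849). A CHH difference can arise only where some library has CHH methylation, and the placements did not take this into account. The CHH excess therefore does not show how reliable the DMRs are.

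The maternal-read lists show where the share of maternal reads passed the filter. They covered 109.5 Mb (91.9% of the 5 chromosomes) in 151 regions for WT, 109.6 Mb (92.0%) in 146 regions for pat *nrpd1+/−*, and 90.1 Mb (75.6%) in 188 regions for mat *nrpd1+/−*. The maternal fraction of reads, weighted by length, was 0.634, 0.640 and 0.636. In mat *nrpd1+/−*, 15.1 Mb of chromosome 1 were retained against 27.0 Mb in WT, 13.7 Mb of chromosome 2 against 18.3 Mb, and 22.7 Mb of chromosome 5 against 25.3 Mb. On chromosomes 3 and 4 the lists differed by less than 0.2 Mb. In all, 19.5 Mb were retained in WT and pat *nrpd1+/−* and not in mat *nrpd1+/−*. Of this, 78.7% lay in blocks of at least 1 Mb. One block spanned chromosome 1 from 17857001 to 29257000, of which WT retained 95.6%, pat *nrpd1+/−* 95.8% and mat *nrpd1+/−* 0.0263%. Another spanned chromosome 2 from 15020001 to the end of the chromosome at 19698289, of which WT retained 96.3%, pat *nrpd1+/−* 97.3% and mat *nrpd1+/−* 0%. DMRs that involved mat *nrpd1+/−* could be called in almost none of this sequence.

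**Figure D3:**
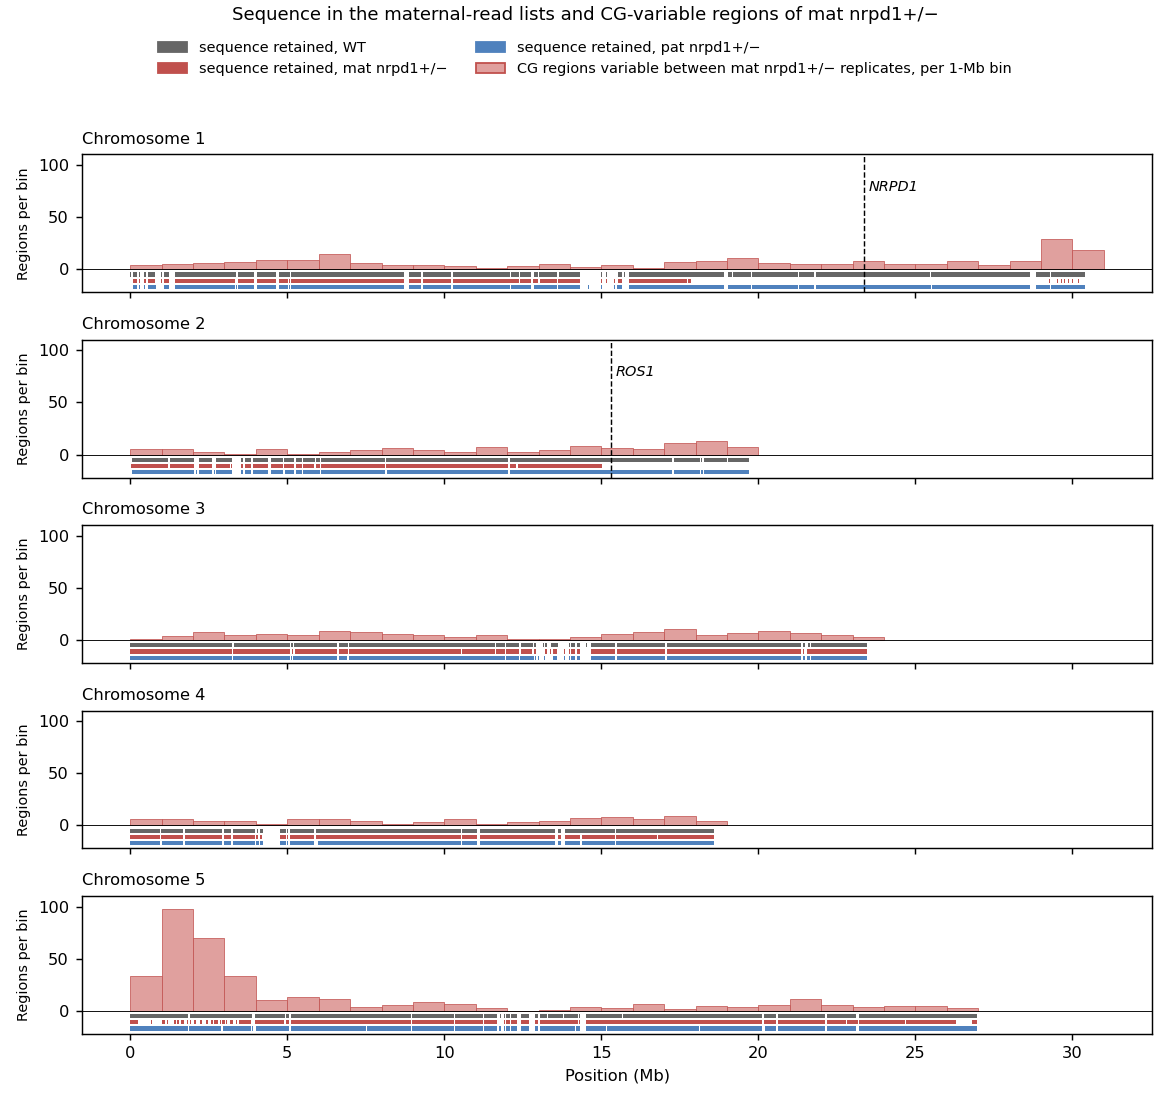
Sequence retained in the maternal-read lists (bars under the zero line, by genotype) and number of CG regions variable between mat *nrpd1+/−* replicates per 1-Mb bin (pink bars, vertical axis) along each chromosome (horizontal axis, Mb). The mat *nrpd1+/−* bars are missing around *NRPD1* and *ROS1*, and the tallest pink bar, 98 regions, lies on chromosome 5 in the bin from 1 to 2 Mb.

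The genes fixed beforehand were looked up in the lists. *NRPD1* (AT1G63020, chromosome 1 from 23354685 to 23362589) and *ROS1* (AT2G36490, chromosome 2 from 15307907 to 15314807), a DNA demethylase gene, were wholly retained in WT and pat *nrpd1+/−* and lay in the missing blocks of mat *nrpd1+/−*. Neither had a DMR within 1 kb, and for mat *nrpd1+/−* the lists cannot show one. Within 1 kb of *ROS1* lay 1 variable CG region of mat *nrpd1+/−* and 1 variable CHH region of pat *nrpd1+/−*, and *NRPD1* had 0 variable regions. *SUC2* (AT1G22710, chromosome 1 from 8030587 to 8033156) and *DOG1* (AT5G45830, chromosome 5 from 18589418 to 18591506) were retained in all 3 genotypes. A CHH DMR with a difference of -10.3 points in pat *nrpd1+/−* lay on chromosome 1 from 8032901 to 8033300, over the 5′ end of *SUC2*. A variable CHH region of mat *nrpd1+/−* lay within 1 kb of *SUC2* as well. *DOG1* had no DMR and no variable region within 1 kb.

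DMRs were placed relative to annotated genes. Protein-coding genes were overlapped by 28.6% of the CHH DMRs of mat *nrpd1+/−* and 35.4% of those of pat *nrpd1+/−*, fewer than the 59.7% and 60.0% under random placement (permutation p = 0.002, adjusted p = 0.003 for both). The 1 kb upstream of protein-coding genes was overlapped by 31.2% and 36.0% of the CHH DMRs, more than the 28.0% and 28.1% under placement (permutation p = 0.002, adjusted p = 0.003 for both). Between the lists, overlap with genes and with the 1 kb upstream was less frequent for mat *nrpd1+/−* than for pat *nrpd1+/−* (Fisher's exact test, Benjamini-Hochberg adjusted p = 1.49e-05 and 0.00307). The Fisher tests between the lists used the full lists and were not repeated in sequence that passed all filters. In the pat list, 277 of 2056 CHH and 82 of 707 CG DMRs lay at least in part outside the maternal-read list of mat *nrpd1+/−*. The difference in filters may thus account for part of these contrasts. Of the CG DMRs, 57.0% in mat *nrpd1+/−* and 50.4% in pat *nrpd1+/−* overlapped protein-coding genes, against 59.4% and 59.9% under placement (permutation p = 0.288 and 0.002). The 1 kb upstream held 90 of the 600 CG DMRs of mat *nrpd1+/−* and 170 of the 707 of pat *nrpd1+/−* (24.0%; Fisher's exact test, adjusted p = 0.000313). These were 0.542 and 0.855 times the 27.7% and 28.1% under placement (permutation p = 0.002 and 0.012, adjusted p = 0.003 and 0.016). In pat *nrpd1+/−*, 40.2% of hypomethylated and 65.6% of hypermethylated CG DMRs overlapped protein-coding genes (Fisher's exact test, adjusted p = 6.17e-10), whereas in mat *nrpd1+/−* the shares were 57.7% and 56.3% (adjusted p = 0.742). Pseudogenes held 16.8% and 12.6% of the CHH DMRs, more than the 10.6% and 10.3% under placement along the chromosome (permutation p = 0.002 for both). Under placement within 500 kb this excess was lost, with 0.923 times the share under placement for mat *nrpd1+/−* (permutation p = 0.0779), and turned into a deficit for pat *nrpd1+/−*, with 0.819 times (permutation p = 0.002).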

Values the study reported

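The study reported 2,234 CHH DMRs covering 812.7 kb for mat *nrpd1+/−* and 2,056 covering 759.9 kb for pat *nrpd1+/−*, each relative to WT. It gave 50% of the former and 54.8% of the latter as hypomethylated. For CG, it listed 600 DMRs over 207 kb in mat *nrpd1+/−*, with 48.5% hypomethylated, and 707 DMRs over 258 kb in pat *nrpd1+/−*, with 60% hypomethylated. It stated that 50% of the CHH DMRs were shared by the heterozygous genotypes.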

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

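The tests on depth, on the position of the variable regions in missing, retained and partly retained sequence, and on sequence that passed all filters were chosen after the data were examined.

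The mat and pat lists differed in direction. The hypomethylated share of CG DMRs was 11.6 percentage points higher in pat *nrpd1+/−*, and that of CHH DMRs 4.77 points higher, each by a Fisher's exact test of the difference. The CG difference lay between 10.4 and 15.7 points in all alternatives, so that the threshold, the merging of regions or a single chromosome does not account for it. The CHH difference fell to 2.39 points with the stricter threshold of 15 points, and a shift in how many regions lie just past the threshold may account for it. The difference in filters between the comparisons was removed by the restriction to sequence that passed all 3 genotypes' filters, and the contrasts were then 11.3 points in CG and 5.45 points in CHH. The biological explanation that the design gives, the loss of Pol IV in the father in place of the mother, remains open and untested, because each list rests on pooled libraries of 1 cross direction and the mutant parents were of different lines.

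The maternal-read list of mat *nrpd1+/−* lacked 19.5 Mb that WT and pat *nrpd1+/−* retained, a signal in lists that the comparisons of methylation used only as a filter. The study states that Col-0 segments were left in its L*er nrpd1* plants after the mutation had been crossed in from Col-0. These segments are a candidate explanation for the missing sequence. Reads from a Col-0 segment in the mother would count as paternal. This predicts few long blocks with *NRPD1* in one of them, and 78.7% of the missing sequence lay in blocks of at least 1 Mb, one of which held *NRPD1*. The block on chromosome 2 is not linked to *NRPD1* and would have to be a separate segment. Scattered loss of coverage would not give such blocks. An effect of maternal Pol IV loss on the recovery of maternal reads across the genome would remove sequence on all chromosomes. On chromosomes 3 and 4, mat *nrpd1+/−* retained 21.5 and 17.1 Mb, against 21.6 and 17.3 Mb in WT, which argues against such an effect. An effect limited to certain blocks was not tested and stays open, although it would have to stop at the block ends. The positions of the segments known to the study were not used here, so whether they match these blocks was not tested.

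The replicates of mat *nrpd1+/−* differed at 901 CG regions, against 131 in WT and 228 in pat *nrpd1+/−*. Lower depth of a library would raise CG counts on all chromosomes, but 40.2% of the 901 regions lay on chromosome 5, against 26.7% in WT and 25.4% in pat *nrpd1+/−*, which argues against depth as the whole cause. Segments that differ between the replicates in Col-0 or L*er* origin, as the whole cause, would leave no excess in the retained sequence. Density was 2.25 times higher in the sequence missing from mat *nrpd1+/−* than in its retained sequence, but mat *nrpd1+/−* still had 5.36 times as many CG regions as WT in the retained sequence, which argues against this as the whole cause.

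The crowding has a narrower place. In the 8 bins that mat *nrpd1+/−* retained in part, there were 39.3 CG regions per Mb, 7.63 times the density in the 97 retained bins. The mean was 36.4 regions per bin (SD 32.3, n = 8 bins) against 5.10 (SD 2.82, n = 97 bins), with a permutation p of 1e-05, the smallest the resamples can give. Most of the partly retained bins adjoin, in the first 4 Mb of chromosome 5 and on chromosome 1 from 29 Mb on. The test treats bins as independent, so its p-value overstates the evidence. The bins that stand alone, chromosome 1 from 17 to 18 Mb and chromosome 5 from 26 to 27 Mb, held 7 and 3 regions. The single bins held between 3 and 98, so not every partly retained bin was crowded. Regions hard to measure in every genotype would be crowded in partly retained bins of the other genotypes as well, but the density there was 1.07 times that of retained bins in pat *nrpd1+/−* and 1.33 times in WT. In the long blocks missing from mat *nrpd1+/−* alone the density was 7.40 per Mb, against 6.48 in the retained sequence. By bins, it was 7.33 per Mb in missing bins, 1.42 times the 5.15 in retained bins, and mat *nrpd1+/−* had 8.85 times as many CG regions as WT in missing bins and 4.63 times in retained bins. The values are consistent with segments of Col-0 or L*er* origin that differed between replicates at the start of chromosome 5 and the end of chromosome 1. This is a hypothesis found and tested on the same lists, and the parental origin of the reads of single replicates was not analysed here.

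In the retained bins, mat *nrpd1+/−* still had 4.63 times as many CG variable regions as WT, and 1.36 times as many CHH variable regions. Lower depth of a library and a biological effect of maternal Pol IV loss on the stability of CG methylation cannot be told apart here, because the lists give no depth and the CG and CHH thresholds lie at different distances from the noise.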

How the results depend on the processing

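Restriction to regions that pass all 3 genotypes' filters, placement in filtered sequence, the settings of the simulation (its sequence, list sizes and share able to vary) and the splits of variable regions by position were chosen after the data were examined; the others were fixed before. No paired analysis was possible because the authors pooled the replicates and the lists carry no value per replicate. For the same reason, leaving out each replicate gave no value.

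Of 80 alternatives with a test for the hypomethylated shares and their contrasts, 74 kept the direction and the side of 0.05. In 8 other alternatives regions were weighted by length, with no test. The CG shares kept their direction in all 33 alternatives and lay between 42.5% and 49.7% for mat *nrpd1+/−*, between 56.6% and 65.4% for pat *nrpd1+/−*, and between 32.8% and 44.2% for the heterozygotes. The CHH share of mat *nrpd1+/−*, which did not differ from 50%, fell just below it without single windows (49.2%), without chromosome 4 (49.4%), with all 3 genotypes' filters (49.9%) and by length (49.8%). The other exceptions were CHH results under the difference of 15 points. The mat share of 43.3% was then below 50% (exact binomial p = 2.73e-05), the pat share of 45.7% fell on the other side of 50% (exact binomial p = 0.00907), and the contrast of 2.39 points was not significant. Hypomethylated regions lie closer to the threshold, so the stricter difference removes more of them. Removal of regions in variable regions took out 0 DMRs in 5 lists and 2 in the CG list between the heterozygotes, and says nothing about stability. Removal of regions in the maternal-read lists would leave no DMR and gave no value.

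Counts of DMRs fell by construction under stricter settings. A difference of 40 points left 174, 274 and 411 CG DMRs for mat against WT, pat against WT and the heterozygotes, and a difference of 15 points left 993, 941 and 1020 CHH DMRs. Without regions of a single window there were 167, 286 and 446 CG and 915, 926 and 950 CHH DMRs. The filters of all 3 genotypes left 1327 CHH DMRs of pat *nrpd1+/−*.

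The shared share of CHH DMRs moved outside its interval in 6 of 22 alternatives. With differences of at least 15 points it was 18.8% of the mat list and 19.98% of the pat list, and with the filters of all 3 genotypes 26.4% and 36.0%. The pat share was 21.3% by bp and 25.6% without chromosome 1, which holds the longest block that mat *nrpd1+/−* lacks. The excess over placement stayed significant in all 12 alternatives, between 14.7 and 26.6 times for CHH and between 13.7 and 15.5 times for CG. With an overlap of 50% of both regions, 96.1% of CHH pairs and 100% of CG pairs moved the same way. That overlap also lowered the share of maternal-read regions found in another list from 84.8% to 64.9% (WT in mat *nrpd1+/−*), from 93.4% to 73.5% (WT in pat *nrpd1+/−*) and from 92.0% to 49.5% (mat in pat *nrpd1+/−*).

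The CG variable regions of mat *nrpd1+/−* numbered 539 without chromosome 5 and 583 in sequence retained in all 3 lists, against 109 in WT and 175 in pat *nrpd1+/−* in that sequence. The overlap of CG DMRs of mat *nrpd1+/−* with variable regions of pat *nrpd1+/−* was significant only in filtered sequence (4.91 times, permutation p = 0.046) and rests on 3 regions.

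Overlap with transposable elements as a feature of their own was not run. Of 40 alternatives for the features, 28 kept their direction and side of the threshold. Pseudogenes were the least stable. Under placement within 500 kb the ratio to placement fell below 1 to 0.954 and 0.944 for CG in mat and pat *nrpd1+/−* and to 0.923 and 0.819 for CHH, and only the last differed from placement (permutation p = 0.002). DMRs and pseudogenes are both placed unevenly along chromosomes, which local placement takes into account. By midpoint, the pseudogene ratios of 1.25 for CG in mat *nrpd1+/−* and 1.11 for CHH in pat *nrpd1+/−* were not significant, and in filtered sequence the CG ratio of pat *nrpd1+/−* became significant at 1.38. The deficit of CG DMRs of pat *nrpd1+/−* in the 1 kb upstream was lost by midpoint (0.914), within 500 kb (0.919) and with 2 kb (0.990). With 2 kb, the excess of CHH DMRs of mat *nrpd1+/−* upstream of genes turned into a deficit (0.954, permutation p = 0.048). CG DMRs of mat *nrpd1+/−* in genes, 0.960 times placement along the chromosome, exceeded placement within 500 kb at 1.07 times (permutation p = 0.034). The causes of these changes were not tested. The lists do not give the depth of the libraries, so how many DMRs it limits cannot be said from them.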

Other observations

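The tests on the direction of the regions with a genotype apart, on the CG list between the heterozygotes, and on the filters were chosen after the values were seen.

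The share of CHH DMRs shared between the heterozygotes was 21.4% of the mat list and 23.3% of the pat list here. That is lower than the value quoted from the study above. The study's text does not define what counted as shared, and its value and those here need not measure the same thing. Sequence that the filters of one comparison removed cannot hold its DMRs, and 728 of the unshared CHH DMRs of pat *nrpd1+/−* (46.2%) lay at least in part in such sequence, which leaves them unshared by construction unless the remaining part overlaps. With the filters as the whole cause of the low overlap, most regions that both comparisons could call would be shared. In sequence that passed all filters, 36.0% of the CHH DMRs of pat *nrpd1+/−* were shared (interval 33.4% to 38.7%) and 5.95% of the CG DMRs, which argues against this. What else lowers the overlap was not tested, and regions with too few reads in one comparison are not marked in the lists.

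The shared regions moved the same way, which could come from chance deviations of the WT libraries alone. If so, WT would be the genotype apart no more often than a heterozygote. WT was apart in 28.9% of the CHH regions with 1 genotype apart and in 5.91% of such CG regions, both below an equal share of 33.3%. The shared regions thus need no common effect of losing functional *NRPD1* from 1 parent. The number of functional copies lost differs between the heterozygotes, because endosperm carries more maternal than paternal genome copies. The test is limited, because changes particular to one heterozygote, biological or from noisier libraries, lower the WT share too. The CG share in particular is far below what 3 equally noisy genotypes gave in the simulation, near 33%. A common effect at part of the regions stays open.

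The shared CHH regions were mostly hypomethylated in both heterozygotes, 323 pairs against 128. A candidate explanation without an effect of Pol IV is that, in CHH, the genotype apart is mostly the higher one, whichever it is. WT was the higher genotype in 74.4% of the CHH regions in which it was apart, and a heterozygote was higher in 67.1% of the regions in which it was apart (Fisher's exact test, p = 0.00899). Taken separately, mat *nrpd1+/−* was higher in 70.4%, not significantly less often than WT (Fisher's exact test, p = 0.208), and pat *nrpd1+/−* in 62.7% (Fisher's exact test, p = 0.000438). The separate comparisons were added after the pooled one had been seen. A genotype apart was thus mostly the higher one in each of the 3 cases. The gap of 7.27 points between WT and the heterozygotes was no larger than that of 7.75 points between the heterozygotes, and the test counts regions, not genotypes. This explanation and a loss of CHH methylation in both heterozygotes at part of these regions cannot be told apart, because 1 pooled set per genotype gives no spread between genotypes treated alike.

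The CG list between the heterozygotes, with 1181 regions, was longer than either CG list against WT. Opposite changes past the threshold in mat *nrpd1+/−* and pat *nrpd1+/−* would place many of these regions in both lists against WT, but 0.254% were there in opposite directions. Less noise in the WT libraries would also lengthen the list, and WT replicates differed at the fewest CG regions, 109 in sequence retained in all 3 genotypes. This and smaller opposite shifts in the heterozygotes cannot be told apart, because the lists hold no methylation levels and no depth.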
